# Absence/presence calling in microarray-based CGH experiments with non-model organisms

**DOI:** 10.1093/nar/gku343

**Published:** 2014-04-25

**Authors:** Martijs J. Jonker, Wim C. de Leeuw, Marino Marinković, Floyd R. A. Wittink, Han Rauwerda, Oskar Bruning, Wim A. Ensink, Ad C. Fluit, C. H. Boel, Mark de Jong, Timo M. Breit

## Abstract

Structural variations in genomes are commonly studied by (micro)array-based comparative genomic hybridization. The data analysis methods to infer copy number variation in model organisms (human, mouse) are established. In principle, the procedures are based on signal ratios between test and reference samples and the order of the probe targets in the genome. These procedures are less applicable to experiments with non-model organisms, which frequently comprise non-sequenced genomes with an unknown order of probe targets. We therefore present an additional analysis approach, which does not depend on the structural information of a reference genome, and quantifies the presence or absence of a probe target in an unknown genome. The principle is that intensity values of target probes are compared with the intensities of negative-control probes and positive-control probes from a control hybridization, to determine if a probe target is absent or present. In a test, analyzing the genome content of a known bacterial strain: *Staphylococcus aureus* MRSA252, this approach proved to be successful, demonstrated by receiver operating characteristic area under the curve values larger than 0.9995. We show its usability in various applications, such as comparing genome content and validating next-generation sequencing reads from eukaryotic non-model organisms.

## INTRODUCTION

Microarray-based comparative genomic hybridization (aCGH) is widely used in biomedical applications and life sciences research to detect and analyze structural variation in genomes (1–5), and novel applications are constantly developed (6–8). Genomic structural variations include aberrations such as insertions and deletions (indels), duplications and other copy number variants (2). In conventional aCGH experiments, the probes on a microarray are designed to recognize specific target sequences from a reference genome (9). In an aCGH test, DNA from an unknown test genome and reference genome are labeled individually with a different fluorescent dye (i.e. dual channel/color) and hybridized together onto the microarray. Also single-color approaches are used in which the DNA from test and reference genome are labeled with the same fluorescent dye, but hybridized to individual microarrays. The fluorescence intensity signals from labeled DNA that hybridized to target probes in a spot on the microarray are processed and normalized. The difference between the intensity signals of each probe from the test and reference genome, expressed as log2 ratios, is analyzed to detect genomic alterations and aberrations (10). An increased log2 ratio represents a higher number of target sequences in the test genome compared to the reference genome. Conversely, a decrease indicates a lower number of identical target sequences in the test genome compared to the reference genome, an equal number of similar but non-identical target sequences in the test genome or both. Due to the complexity of eukaryotic genomes, the total signal of a microarray hybridization get diluted and makes aCGH data often quite noisy (11). Hence over the past years many statistical procedures have been developed to analyze these data (12).

The simplest procedure is to use a fold change cut-off. Thomas *et al.* (13) for instance classified log2 ratios greater than 1.15 as gain of target sequence and less than 0.85 as loss. Others assumed that normal log2 ratios are (approximately) normally distributed, and this distribution is then used for statistical inference. Hodgson *et al.* (14), for instance, fitted a mixture of three Gaussian distributions to a histogram of log2 ratios, representing a ‘normal’ component centered at 0, a ‘loss’ component centered at a mean less than 0 and a ‘gain’ component centered at a mean greater than 0. These methods infer single probes which has been shown to be trustworthy under stringent hybridization conditions (15). Nevertheless, over the years it has been established that inferring copy number from single probes is error prone. Thus, algorithms have been developed that use information from probes to target sequences that are adjacently located in the genome to identify larger structural-variant regions with more confidence. These algorithms take the probe-target order (or location) on the genome as input and are frequently based on smoothing methods or hidden Markov models (reviewed and compared by Lai *et al.* (16) and Dellinger *et al.* (12)). They are particularly useful for microarrays with probes designed with high genomic resolution based on well-annotated genomes. As such, these data analysis procedures are most applicable to so-called ‘model organisms’, such as mouse and human. On the other hand, aCGH experiments with ‘non-model organisms’ are less well formalized and the data analysis procedures are less well established. When the genome of the organism of interest is not (fully) sequenced, probes may be designed using transcriptome sequences (e.g. expressed sequence tags (ESTs) or sequencing reads), or using genome information from a closely related sequenced species or strain (17,18). The actual order of the probe targets in the genome under study may then be uncertain or even unknown. In such cases, the assumption that the genome of a non-model organism is similar to a reference genome of a related species may be wrong.

Hence, we present here an additional approach to copy number estimation that quantifies the presence or absence of a probe target in aCGH analysis (quantified absence/presence calling (QAPC)). The underlying principle is straightforward: probe intensity values are compared with the intensities of negative-control probes, which are known to have no targets in the control sample, to test the null hypothesis that a target sequence is absent in the test genome, or inversely with positive controls for present calling. It has in principle a resolution of a single probe (in this study ∼60 nucleotides). The aGCH QAPC method does not depend on the structural information of a reference genome: the genomic ordering of probe targets is irrelevant. The method was tested by analyzing the known genomic content of prokaryote *Staphylococcus aureus* (*S. aureus*) strain MRSA252. As for this strain it is known which probes do match the genome, this allows quantification of the error rates of the target sequence absence/presence calls. Together, three examples are presented to illustrate that this method can be used for various purposes: (i) to define a core genome without using the structural information of a reference genome, (ii) to compare the genomic content of multiple genomes, (iii) to validate next-generation sequencing (NGS) reads from eukaryotic non-model organisms.

## MATERIALS AND METHODS

### Samples and sample processing

The QAPC method was validated with aCGH analyses on bacterium *S. aureus*, zebrafish *Danio rerio (D. rerio)* and midges *Chironomus riparius* (*C. riparius*) and *Anopheles gambiae* (*A. gambiae*). Eleven *S. aureus* strains were used: MRSA252 (NCBI Reference Sequence: NC_002952.2), MSSA476 (NC_002953.3), Mu50 (NC_002758.2), MW2 (NC_003923.1), N315 (NC_002745.2), NCTC8325 (NC_007795.1), Newman (NC_009641.1), RF122 (NC_007622.1), S0385, USA300, WKZ1. The strains were grown overnight in Iscove's Modified Dulbecco's Medium (IMDM) (Invitrogen, Carlsbad, CA, USA) (19). The overnight cultures were diluted (1:7) in fresh pre-warmed IMDM and grown twice to mid-log phase culture (a A660nm of 0.5). The second mid-log phase culture was diluted to an A660nm of 0.3 with pre-warmed IMDM and directly transferred to fresh pre-warmed IMDM to obtain an A660nm of 0.03. Samples for DNA extraction were taken at 4 h post-inoculation. The zebrafish adults were kept under standard conditions. Two adults, one male and one female, were sacrificed for DNA analyses in six replicates each. The growth conditions of the midges are described in detail by Marinkovic *et al.* (20). DNA was extracted from 30 pooled fertilized *C. riparius* egg ropes and 30 pooled unfed *A. gambiae* adults. The DNA from the bacteria was purified using the NucleoSpin®’ Tissue kit (Macherey-Nagel; 740 952 50) according to manufacturer's protocol. The DNA from the zebrafish adults and the midges was extracted using a CTAB DNA extraction method (20). DNA yield was measured using a NanoDrop ND-1000 (Nanodrop Technologies, Wilmington, DE, USA).

### Array design

Three different microarrays were used in this study: (i) a *S. aureus* multi-strain tiling microarray, (ii) a *D. rerio* 3’-biased expression microarray and (iii) a *C. riparius* transcriptome validation microarray. The *S. aureus* microarray (12 × 135K NimbleGen) was designed using publicly available genomic sequences of 18 strains, 19 plasmids and 6 phages associated with *S. aureus*. Probes were designed to genome target sequences each 40 base pairs on alternating strands for the first sequence. For each next sequence only oligos were designed for regions, which were not probed by previously designed oligos (bit-score > 80). Using these parameters, 121 901 probes were generated. Additionally, the *S. aureus* microarray also contains 5000 negative-control probes of random sequences that do not target any genome or transcriptome in Entrez (21).

Details for the *D. rerio* microarray (12 × 135K Nimblegen) can be found in Rauwerda *et al.* (22). It is a 3’ biased expression microarray with 63 751 target probes and 7.742 probes with random sequences not targeting the *D. rerio* genome, which were used as negative-control probes.

The *C. riparius* transcriptome validation microarray (1 × 1M Agilent Technologies) was designed against 1 540 849 transcriptome 454 NGS reads (20). The complete design consisted of two collections of probes. First, 60-mers probes were designed to target all the *C. riparius* NGS reads at least once, but possibly three times or more. This resulted, after testing for cross-hybridization and validating for adequate GC-content (20–60%), in 843 837 *C. riparius* NGS-read probes. Second, probes were designed against publicaly available ESTs of *C. riparius*, the other *Chironomus* species and the closely related dipteran species *A. gambiae*, *Anopheles darlingi, Anopheles funestus, Aedes aegypti and Culex quinquefasciatus*, that were not already targeted by the *C. riparius* NGS-read probes from the first step. This step yielded an additional 75 984 probes. The design was finalized by including 40 000 negative-control probes that covered a wide GC-content range. In addition, the total collection of NGS reads was blasted against the human genomic and transcript data available at NCBI. As match score we used (match length * identity)/read length, and a score higher than 95 ( = bit-score 119) was considered a perfect match.

### Amplification, labeling, hybridization and scanning

Genomic DNA was amplified and labeled by strand displacement amplification. Two hundred nanogram genomic DNA was combined with 5 μg random octamers (Biolegio). The DNA was partly fragmented by heat at 99°C for 10 min and allowed to cool on an ice/water bath for 5 min. The DNA/octamer mix was made on ice to 50 mM Tris-Cl (pH 7.5), 5 mM MgCl2, 1 mM DTT, 1 mM dGAC (GE Healthcare), 0.6 mM dTTP (GE Healthcare), 0.4 mM aminoallyl dUTP (TriLink Biotechnologies) and finally 10U Klenow exo- (Jena Bioscience) was added. After gentle vortexing, the samples were place at 37°C for 8 h and subsequently incubated for 15 min at 75°C to inactivate the enzyme. Each reaction was made to 1.5 M sodium acetate (pH 5.2) and the amplified DNA was purified with the QIAquick PCR Purification Kit (Qiagen) according to the manufacturer's instructions with the exception that seven volumes of binding buffer were used instead of five to increase the recovery of smaller fragments. Concentrations of amplified products were measured on the NanoDrop ND-1000 (Thermo Scientific) and quality assessed on the BioAnalyzer (Agilent Technologies) with the DNA 1000 Kit (Agilent Technologies). From each sample 5 μg was taken, dried down and dissolved in 50 mM carbonate buffer (pH 8.5). Individual vials of Cy3/Cy5 from the mono-reactive dye packs (GE Healthcare) were dissolved in 200 μl DMSO. To each sample, 10 μl of the appropriate CyDye dissolved in DMSO was added and the mixture was incubated for 1 h. Reactions were quenched with the addition of 5 μl 4M hydroxylamine (Sigma-Aldrich). This mixture was made to 0.75M Ammonium acetate and 0.2 μg/μl glycogen (Ambion). After mixing 2.5 vol. of 100% EtOH was added and mixed. All samples were incubated for at least 60 min at −20°C to enhance precipitation and centrifuged for 30 min at 13.000xg. The supernatants were carefully removed by pipetting and 1 vol. of 80% EtOH was added to the pellets. After brief vortexing, the labeled DNA was pelleted once more by centrifugation for 10 min at 13.000xg. The supernatants were removed by pipetting and the pellets were dried by vacuum concentrating. Final labeled pellets were dissolved in 30 μl H2O and the yield and CyDye incorporation were measured with the NanoDrop ND-1000.

Each hybridization mixture was made up from 1 μg test material (Cy3) and 1 μg reference material (Cy5). The *S. aureus* experiments were performed according a common reference design, with all 11 strains as test samples in triplicates, and MRSA252 as common reference. The *D. rerio* experiments also with 12 individuals as test samples and a pool as common reference. *C. riparius* (Cy3) was directly hybridized against *A. gambiae* (Cy5). The combined samples were dried and 1.98 μl of water was added. The hybridization cocktail was made according to the manufacturer's instructions (NimbleGen microarrays User's Guide—Gene Expression microarrays Version 5.0, Roche NimbleGen). 5.22 μl from this mix was added to each sample. The samples were incubated for 5 min at 95°C and 5 min at 42°C prior to loading. Hybridization samples were loaded onto the microarray and hybridized for 20 h at 42°C with the NimbleGen Hybridization System 4 (Roche NimbleGen). Afterwards, the slides were washed according to the NimbleGen microarrays User's Guide—Gene Expression microarrays Version 5.0 and scanned in an ozone-free room with an Agilent DNA microarray scanner G2565CA (Agilent Technologies). Feature extraction was performed with NimbleScan v2.6 (Roche NimbleGen). All microarray probe designs and data have been submitted to the Gene Expression Omnibus, and have accession numbers GSE53449 and GSE52122.

### Data analysis

All slides were subjected to a set of quality control checks, i.e. visual inspection of the scans and pseudo-color plots, consistence of performance across replicate samples and visual inspection of pre- and post-normalized data with box-and-whisker, ratio-intensity and principal component plots. Only samples that met the quality criteria were subjected to data analysis using the R environment (23).

Before applying a formal procedure for absence calls, the raw data were examined to determine whether a procedure based on negative-control probes had any potential to yield reliable results. Using thousands of probes designed to be negative controls, and probes designed to perfectly match target sequences in the genome, we investigated if probe intensity could be used to determine whether target sequences were present in genomic samples from *S. aureus* strain MRSA252 and *D. rerio*. This was analyzed as a standard binary classification problem based on receiver operating characteristic (ROC) curves (ROCR; (24)).

The QAPC method proceeds by comparing the microarray hybridization signals of the test genome, with the signals of the positive controls, which can be performed using a known genome. Basically, intensities of probes that are known to match the control genome and probes that are known not to match this genome are used to infer the probe intensities of the unknown test sample. To make the hybridization intensities of the control and the test genomes equivalent, an adjusted quantile normalization procedure was applied (25). It performs quantile normalization across a set of invariant features and then for each sample fills in the remaining features by linear interpolation. In short, the expression matrix (*X*) is reduced to the invariant set:

\begin{equation*} X = [x_{n1} ,...,x_{n\left| N \right|} ,x_{m1} ,...,x_{m\left| M \right|} |n_i \in N,m_j \in M] \end{equation*}

which is subjected to quantile normalization. Let *j’* and *j*’ be two features in *N*∪*M*, that are the nearest invariant features to *x_ij_*, such that *x_ij_’* < *x_ij_* < *x_ij_*’. Let *y*_1_ and *y*_2_ be the quantile normalized values. Let there be *a* values between *x_ij_’* and *x_ij_*, and *b* values between *x_ij_’* and *x_ij_*’ on microarray *i*. Then

\begin{equation*} x_{ij}^{\rm norm} = y_1 + \frac{{a + 1}}{{a + b + 1}}\left( {y_2 - y_1 } \right) \end{equation*}

is the normalized value of features *j* on microarray *i*. The invariant set was defined as the set containing those features with a less than or equal to one log2-fold change between the test and the known genome.

When the intensity data from the control and the test genomes are made equivalent, they can be compared. The data from the control genome is used to calculate a *P*-value for absence, given intensity *x*, based on the perfect-match probes (as positive controls: present) and the predefined set of negative controls (absent), using standard Bayes rule:

\begin{eqnarray*} &&P\left({\rm absent|\it x} \right) = \\ &&\frac{{P\left({x|\rm absent} \right)P\left({\rm absent} \right)}}{{P\left({x|\rm absent} \right)P\left({\rm absent} \right) + P\left({x|\rm present} \right)P\left({\rm present} \right)}} \end{eqnarray*}

The value for *P*(absent|*x*) is directly applied to the data from the test genome. Obviously, *P*(present|*x*) = 1−*P*(absent|*x*), and the researcher should decide on a *P*-value cut-off based the certainty with which conclusions need to be drawn. For instance, a high certainty that a probe target is present is achieved when the cut-off is set to *P*(present|*x*) > 0.99. The equation above can be modeled in many ways, depending on the assumptions concerning the intensity distributions of the positive- and negative-control probes. We used empirical distributions to represent *P*(*x*|absent) and *P*(*x*|present), and we used two parametric approaches and a non-parametric approach. The parametric approaches are (i) fitting a shifted log-normal distribution to model *P*(*x*|absent) and a left-truncated Gaussian distribution to model *P*(*x*|present) or (ii) fitting Gaussian distributions to model both *P*(*x*|absent) and *P*(*x*|present). A third method without distributional assumptions, useful in case of a lack of fit, is to quantify *P*(*x*|absent) and *P*(*x*|present) using density estimation whilst optimizing the bandwidth for conditional density estimates (26). This procedure was found to be too computationally expensive to be practical for large data sets, so we applied it after using a data reduction scheme (Supplementary Methods), yielding approximate significance values. *q*–*q* plots were used to decide which approach to use. A good choice of the empirical distributions is crucial, and a decision protocol is supplied in the Supplementary information. The QAPC measure can also be calculated without a control genome. With strong distributional assumptions the mixture of signals from probes without and with target can be de-convoluted using an expectation maximization algorithm (Supplementary Methods).

Prior to data analysis, microarray data are usually pre-processed and subjected to within and between microarray normalization to correct for sources of systematic variation. We investigated whether within and between microarray normalization improves the QAPC method. Values for *P*(absent|*x*) were calculated from raw data, within microarray sequence-normalized data, and between microarray LOESS-normalized data. Sequence-based normalization is generally recommended for high density aCGH analysis and was performed according to Naef and Magnasco (27), using the model:

\begin{equation*} \hat E_i = \sum\limits_{k = 1}^m {\bar E_{i,k} + \bar E} \end{equation*}

where *Ê_i_* indicates predicted log2 intensity due to ubiquitous hybridization for feature *i*, *Ē_i,k_* indicates the mean log2 intensity of probes having the same nucleotide at position *k* and *Ē* is the overall average log2 intensity. This model has been suggested and investigated for tiling microarrays by Munch *et al.* (28) and Royce *et al.* (29). Local polynomial regression (LOESS) normalization was applied to signals of each individual microarray against the signals of a reference median microarray. As genomes can substantially differ, we implemented a robustified LOESS normalization procedure that used a bandwidth abs(*M*) = 1, which means that the LOESS line was based on the probes with intensity differences less than one log2-fold change between the sample and the reference median microarray. We first performed an initial fit using probes abs(*M*) < 1 between the sample and the reference median array. The residuals (*ϵ_i_*) were computed and used to calculate probe-specific weights: *w_i_* = 1, for |*ϵ_i_*| < 1, and *w_i_* = 0, for |*ϵ_i_*| > 1. These steps were iterated which was stopped after four iterations or if

\begin{equation*} \frac{{\sum {\left( {\hat M_i^{\rm iter} - \hat M_i^{\rm iter - 1} } \right)^2 } }}{n} {<} 10^{ - 4} \end{equation*}

The performance of the absence calls was tested by analyzing the genomic content of a sequenced *S. aureus* strain MRSA252. For this strain it is known for which probes a target sequence is present in the genome, enabling quantification of the error rates. Analyses on different strains of *S. aureus* and the midges *C. riparius* and *A. gambiae* were performed to demonstrate applications.

## RESULTS

### Using probe intensity for absence/presence calling of a target

To determine to what extent probe intensity indicates the presence of a probe target, we first investigated raw aCGH data from prokaryote *S. aureus* and eukaryote *D. rerio*. The *S. aureus* multi-strain tiling microarray was designed with 5000 negative-control probes and 46,588 perfect-match probes to *S. aureus* strain MRSA252. This microarray was used in an aCGH experiment using three replicate DNA samples of the *S. aureus* strain MRSA252 (Figure 1). As expected, the negative-control probes showed substantial lower signal intensities than the perfect-match probes (Figure 1A), although there is some overlap between the two distributions (Figure 1C). We determined a minimum error of 463: with 223 perfect-match probes called absent and 240 negative controls were called present at a log2 intensity of 11.3, equivalent to an accuracy of 0.9910 and an area under the curve (AUC) of 0.9978.

**Figure 1.**
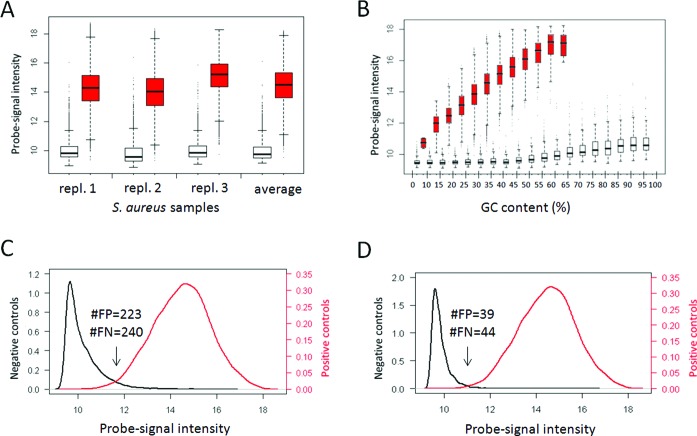
Evaluating *S. aureus* negative and positive controls. (**A**) box-and-whisker plots showing the signal intensity distributions of negative-control (white) and perfect-match probes (red) of three replicate *S. aureus* MRSA252 samples and based on their averaged signal intensity. (**B**) box-and-whisker plots showing the intensity distributions of negative-control probes (white) and perfect-match probes (red) of the averaged intensity in GC bins. (**C**) Density plot indicating the signal intensity distribution of the negative control (black) and the perfect-match probes (red). The numbers indicate the minimum number of false positives (FP) and false negatives (FN) absence calls, obtained at a log2 intensity of 11.3. (**D**) As C, but after selecting the probes with GC content between 10% and 65%. The numbers are obtained at a log2 intensity of 10.8.

However, it turned out that there was a strong correlation between the GC content of the probes and their signal intensity (Figure 1B). In contrast to the perfect-match probes with a maximal GC content of 65%, the negative-control probes have GC content up to 100% and the signal intensities of the negative-control probes are increasing from a GC content ≥ 55%. At the same time, perfect-match probes with a GC content < 10% showed a quite low signal. So, the overlap between the negative controls and the perfect-match probes can largely be explained by the high GC content of many negative-control probes and the low GC content of a few perfect-match probes (Figure 1A). Based on these results, we decided to only use probes with GC content higher than 10% and lower than 65%; 2811 negative-control and 46 582 perfect-match probes remained. This resulted in a lower overlap between the intensity distributions of the negative-control and perfect-match probes show. The minimum error drops to 83 (39 false positive and 44 false negative absence calls) at a log2 intensity of 10.8, which is equivalent to an accuracy of 0.9983 and an AUC of 0.9994. The classification performance of the three individual replicate measurements and the average measurement shows that, when the probe intensity is used as a proxy for the presence of a probe target, the error rates are low and the precision and the accuracy are high (Table 1). The AUC is higher than 0.999 in all replicates, indicating that a large separation between the negative-control and perfect-match probes can be achieved with a high consistency.

**Table 1.** Confusion table values showing classification performance

	*S. aureus*				*D.rerio*		
	repl. 1	repl. 2	repl. 3	Mean signals	Sample 1	Sample 2	Mean signals^a^
True positives	2734	2649	2773	2766	5408	5807	5784
False positives	41	87	22	39	1503	1241	1293
True negatives	46 542	46 496	46 561	46 544	54 506	54 768	54 716
False negatives	76	161	37	44	1,363	964	987
True positive rate	0.9730	0.9427	0.9868	0.9843	0.7987	0.8576	0.8542
False positive rate	0.0009	0.0019	0.0005	0.0008	0.0268	0.0222	0.0231
True negative rate	0.9991	0.9981	0.9995	0.9992	0.9732	0.9778	0.9769
False negative rate	0.0270	0.0573	0.0132	0.0157	0.2013	0.1424	0.1458
Precision	0.9852	0.9682	0.9921	0.9861	0.7825	0.8239	0.8173
Accuracy	0.9976	0.9950	0.9988	0.9983	0.9543	0.9649	0.9637
Area under the curve	0.9992	0.9978	0.9997	0.9994	0.9760	0.9829	0.9823

^a^Mean of 2 biological x 6 technical replicates (Supplementary information).

To check this approach with an eukaryotic genome, a similar aCGH analysis was performed on the genome of *D. rerio* using a microarray with 7742 negative-control and 56 009 perfect-match probes. The perfect-match probes were designed with a GC content ranging from 33% until 57%. To align the negative-control probes, 6771 negative-control probes within the same CG range were selected for the subsequent analyses. An experiment using 2 × 6 replicate *D. rerio* samples showed that the negative-control probes have a consistently lower intensity than the perfect-match probes, but again there is overlap between the two intensity distributions (Supplementary Figure S1). The overlap is larger than observed for *S. aureus* (Table 1), but the AUC of ∼0.98 indicates a good separation between the signal intensities of the negative-control and perfect-match probes, a steady observation among the replicate measurements (Table 1, Supplementary Table S1).

To see if this approach could be helpful in determining the absence or presence of target sequences in test genomes, we analyzed all the remaining probes on the *S. aureus* multi-strain microarray that were designed for other strains than strain MRSA252. For this, we applied the minimal cut-off observed with the strain MRSA252, log2 intensity of 10.8 to all non-MRSA252 designed probes (Figure 2A). Many probes showed signal intensities equivalent to the negative controls, whereas other probes have higher signal intensities (Figure 2A, lower panel). Thus, there are probes without and with target sequence, respectively. As such, there should be a relation between the probe bit-score for the best match with the strain MRSA252 genome and the probe-signal intensity. Indeed, probes with a log2 signal intensity above 10.8 have an average bit-score of over 70 (Figure 2A, lower panel). This implies that the target sequences from the probes with a signal intensity below the cut-off are generally absent from the strain MRSA252 genome. To test this approach with another MRSA strain, we compared the MRSA252 probe intensities with the intensities of the probes resulting from a hybridization with the MSSA476 genome and identified four probe groups (Figure 2B): Group 1, probes which targets are absent in both the MRSA252 and MSSA476 genomes, as their intensities are low in both hybridizations; Group 2, probes which targets are present in both the MRSA252 and MSSA476 genomes, as their intensities are high in both hybridizations; Group 3, probes which targets are present in MRSA252, but absent in MSSA476, as their intensities are high after hybridizing the MRSA252 genome but low in MSSA476 and reversely Group 4, probes which targets are absent in MRSA252 but present in MSSA476. In the next section, we will show how these observations can be used to analyze unknown genomes.

**Figure 2.**
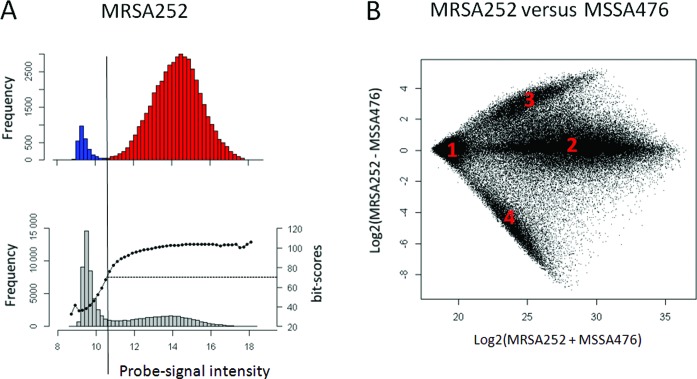
Present/absence calling in *S. aureus* by means of probe-signal intensities of negative and positive controls. (**A**) Histogram showing the intensity distribution of negative-control probes (top panel, blue), perfect-match probes (top panel, red) and remaining probes on the microarray (bottom panel, grey) with the average bit-scores of each bin (dotted black line, bottom panel) for *S. aureus* strain MRSA252. (**B**) A ratio-intensity plot showing the log2 ratio against the log2 sum of the MRSA252 and MSSA476 probe intensity signals. The four groups, indicated in the graph, are discussed in the main text.

### Statistical procedure for QAPC

The results from the raw data indicate that probe intensities can in principle be used to make present/absent calls, but a formal data analysis procedure is required to enable a genuine quantitative analysis. The QAPC procedure we propose here requires that microarrays are fitted with probes designed against a certain control genome and probes that can serve as negative controls. The data analysis procedure is based on comparing the data from the control genome with the data from the unknown test sample. The intensities of probes that are known to match the control genome and probes that are known not to match the control genome, i.e. negative controls, are used to infer the target status of the test sample. Absence/presence calls can then be quantified as described in Materials and Methods (plus Supplementary Methods). We propose the following procedure, which we call the QAPC method:

1. Normalize the data within and/or between microarrays, if removal of technical variability is required.
2. Select probes with a proper GC content (typically higher than 10% and lower than 65%).
3. Average the log2 probe intensities among the replicate microarrays.
4. Before comparing the control and the test genome, ensure that the intensities are equivalent, for instance by performing a robustified quantile normalization.
5. Use the control genome to calculate a *P*-value for absence/presence of a probe target sequence given a certain probe-signal intensity.
6. Use these *P*-values for a statistical inference of target sequences in the unknown genome.

To determine the performance of the above described procedure, we analyzed strain MRSA252 using the genome of sequenced *S. aureus* strain MSSA476 as control. To examine the robustness of the approach, we initially omitted step 1. The filtering for the probes with the appropriate GC content yielded 2811 negative controls and 41 119 positive controls (step 2). The genomes of MRSA252 and MSSA476 were analyzed in triplicates that were averaged (step 3). After the quantile normalization (step 4), the *P*-values were calculated by empirically fitting the shifted log-normal distribution onto the negative-control probes and the left-truncated normal distribution onto the perfect-match, positive control, probes (step 5, Figure 3A–D). Estimation of absence *P*-values at certain fluorescence intensity revealed that the probability of absence of a target is low when the probes have log2 signal intensities higher than 12 (Figure 3E). The distribution of *P*-values showed that probes either have a very high or a very low *P*-value (Figure 3F). When the *P*-value cut-off is set to *P* ≤ 0.01, we found that 73 501 probes have a target, given their intensity, and 48 176 targets are called absent. It is noteworthy that the quantile–quantile plots indicate that the probability density functions, though based on empirical considerations, fit the data (Figure 3B and D). To determine the actual performance of the statistical analysis, we turned to the strain MRSA252, as for this strain the probes that match the genome are known. For this analysis, we presumed that the 30 351 probes with bit-scores ≤ 40 should give absence calls and that the 46 582 perfect-match probes with bit-scores 119 should give no absence calls. Using raw data, low numbers of false positive (601) and false negative (69) calls were made, hence true positives and true negatives show low error rates (∼1%) and an encouraging AUC value of 0.9997 (Table 2).

**Figure 3.**
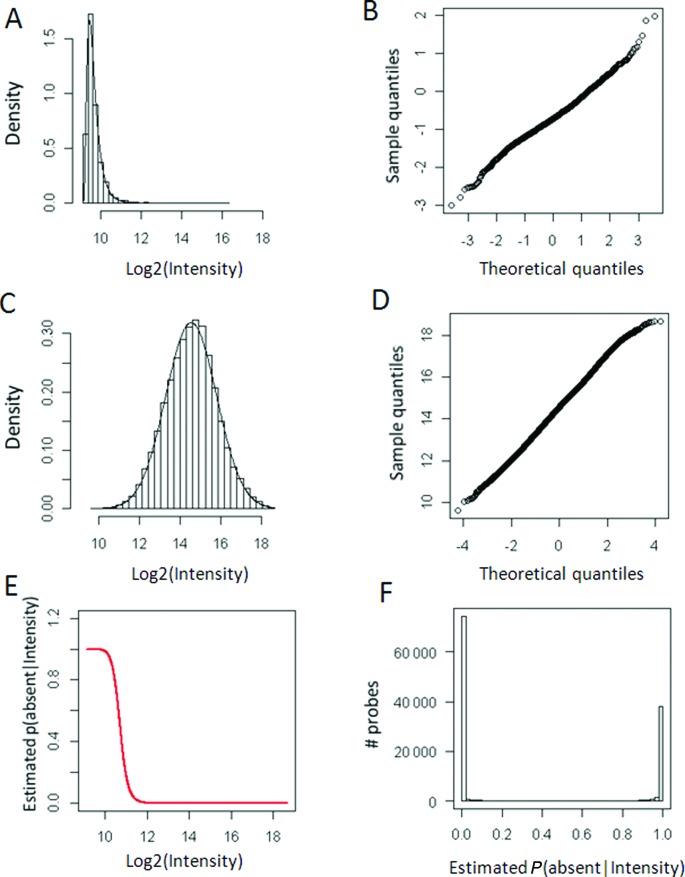
Goodness of fit and outcome of the empirical statistical modeling procedure. (**A**) Histogram and density plot showing the fit of the shifted log-normal distribution to the intensities of the negative-control probes. (**B**) Quantile–quantile plot showing the fit of the shifted log-normal distribution to the intensities of the negative-control probes. (**C**) Histogram and density plot showing the fit of the normal distribution to the intensities of the perfect-match probes. (**D**) Quantile-quantile plot showing the fit of the normal distribution to the intensities of the perfect-match probes. (**E**) Bayesian *P*-values plotted against probe-signal intensity. (**F**) Histogram showing the distribution of the *P*(absent|intensity) values.

**Table 2.** Confusion table values to show the classification performance of probes with bit-scores ≤ 40 and probes with bit-score 111 when compared to the genome of *S. aureus* strain MRSA252 after applying the statistical procedure (*P*(absent|intensity) < 0.01) to raw data, data after sequence normalization and data after LOESS normalization

	Raw data	Seq. norm	LOESS norm
True positives	30 282	30 284	30 284
False positives	601	82	629
True negatives	45 981	46 500	45 953
False negatives	69	67	67
True positive rate	0.9977	0.9978	0.9978
False positive rate	0.0129	0.0018	0.0135
True negative rate	0.9871	0.9982	0.9865
False negative rate	0.0023	0.0022	0.0022
Precision	0.9805	0.9973	0.9797
Accuracy	0.9913	0.9981	0.9910
Area under the curve	0.9997	0.9998	0.9997

To investigate whether the QAPC method could be improved with normalization, we applied either LOESS normalization or sequence normalization in step 1 and compared the results with the results obtained from the raw data (Table 2). Data after (between microarray) LOESS normalization yielded similar results, but data after sequence normalization even better results (82 false positive, 67 false negative calls and error rate ∼0.22%). Quite similar high AUC values were obtained for all analyses. Hence, the normalization procedure does not seem to considerably affect the performance of the procedure. To further compare the normalization procedures, the absence-called probe sets were combined in a Venn diagram (Figure 4A). As expected, this resulted in a large intersection of 48 878 absence-called probes, and 1, 142 and 302 unique absence-called probes for the raw data, LOESS-normalized and sequence-normalized data respectively, as well as a relatively large overlap of 2099 between the raw data and LOESS normalized data. When analyzing the associated bit-scores of these probe sets, it became clear that the probe set with absence-called probes uniquely determined using sequence normalization had relatively low bit-scores compared to the other two probe sets (Figure 4B). This indicates that sequence normalization does improve the analysis. Altogether, these results indicate that using this method one can reliably make quantitative absence/presence calls in aCGH.

**Figure 4.**
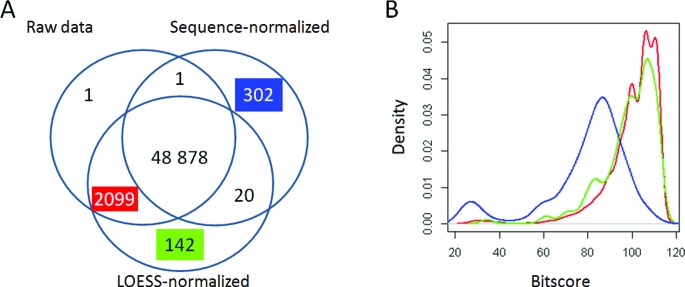
Comparing normalization approaches in QAPC. (**A**) Venn diagram of the absence-called probe sets, based on raw, sequence-normalized and LOESS-normalized data. (**B**) Density plot showing the distributions of bit-scores of three overlaps from the Venn diagram. As compared to the strain MRSA252 genome: the probes called absent after analyzing the sequence-normalized data (302, blue), the LOESS-normalized data (142, green) and raw and LOESS data (2099, red).

### Comparing genomes

Our QAPC method can be useful for application in comparative genomic analysis, such as to define core- and pan-genomes. As example, we compared 10 *S. aureus* strains: MRSA252, WKZ1, RF122, N315, Mu50, Newman, NCTC8325, USA300, MW2 and S0385. In this example, the genomic fragments of MSSA467 were used as positive-control target sequences. When the *P*-value cut-off is set to *P*(absent|intensity) ≤ 0.01, it was found that 16 457 probes do not have any target in any genome (Figure 5A). The overlap between all strains, the ‘core genome’, contained 58 381 target sequences. This example illustrates that the QAPC method enables the definition of a core genome without assigning a reference genome, to which all other strains are to be compared. The clustering clustered similarity matrix of the unique probe-target sequences (Figure 5B) very much resembles the phylogenetic results presented by (30). Our analysis confirmed that WKZ1–MRSA252, USA300–MW2, Newman–NCTC8325, Mu50–N315 are closely related pairs and strains RF122 and S0385 are relatively divergent.

**Figure 5.**
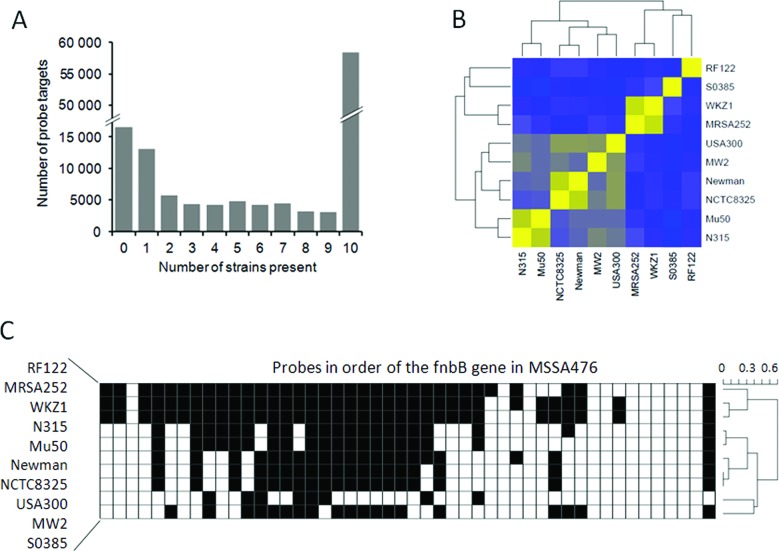
Comparing 10 *S. aureus* strains by QAPC. (**A**) Histogram of the number of probe targets per number of strains in which a probe target was called present. (**B**) Binary similarity matrix, based on the probes that were called present in of one these 10 strains. Yellow indicates a high similarity of 1 and blue a low similarity. (**C**) Plot indicating whether probe targets were called present (white) or absent (black) in the gene encoding fibronectin binding protein B (fnbB) based on the annotation of MSSA476.

This QAPC method generates absence/presence calls for individual probes rather than genomic regions. To show that this QAPC method can therefore be used for high-resolution aCGH analysis, we focused on the results for one gene: fibronectin binding protein B (fnbB). This gene is believed to be involved in pathogenesis. The fnbB gene is strikingly different in the different strains, only 11 probe targets are detected in all genomes (Figure 5C).

### Assessing NGS reads for *de-novo* assembly

Another application is the possibility to validate NGS reads in *de-novo* sequencing experiments of non-model organisms. As well documented, NGS genome sequencing suffers often from the presence of reads that do not belong to the sequenced sample. These cuckoo reads, which originate either from technical errors or sample contamination (31–33), hamper *de-novo* genome or transcriptome assembly. One solution is to validate the NGS sequence reads by aCGH using DNA of the concerned organism. As example, we validated the results of a *C. riparius de-novo* transcriptome sequencing experiment. For this, we designed a microarray for aCGH analysis with target probes for: the NGS read sequences (843 837), related species genbank sequences (75 984), as well as many negative controls (40 000). 

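Probes on C. riparius transcriptome reads made up 843837 of the 965822 features, and 75984 probes were on sequences of related species. The read probes covered 561117 NGS reads, of which 364421 had 1 probe, 131912 had 2 probes and 64784 had 3 to 5 probes. By the UniGene species codes in the probe names, 13855 of the related-species probes were on A. gambiae, 26338 on Aedes aegypti and 10034 on Culex quinquefasciatus sequences. The other 25757 were on GenBank ESTs whose organism the files do not name. For this second set of probes, the paper's array design also lists ESTs of C. riparius itself, other Chironomus species, Anopheles darlingi and Anopheles funestus. The related-species probes may thus include some on C. riparius. The 40000 negative controls were 20000 random sequences, each spotted as itself and as its reverse complement. The classes differed in base composition. The median GC content was 33.3% for the read probes, 41.7% for the GenBank EST probes, 48.3% for the Aedes aegypti probes, 50.8% for the negative controls, 53.3% for the A. gambiae probes and 56.7% for the Culex quinquefasciatus probes.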

For this study, we included a positive-control genome in the experimental design; *A. gambiae* to determine the cut-off for the absence/presence calling. 

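The experiment was 1 array with 2 channels. Genomic DNA of C. riparius from 30 pooled egg ropes was labeled with Cy3, and genomic DNA of A. gambiae from 30 pooled adults was labeled with Cy5. There was no replicate array and no dye swap, so no difference between the genomes has a replicate check and no test across samples was possible. Intervals given for shares of probes (95%, Wilson) cover the sampling of probes only and treat probes as independent. The negative controls came as reverse-complement pairs and many reads had several probes, so the intervals can be too narrow. The authors deposited the output of the scanner software Agilent Feature Extraction, with a raw mean intensity per feature and channel. The median raw intensity of the analyzed probes was 424 in Cy3 and 90.1 in Cy5, over a median local background of 40 and 43. No feature was saturated, and 2080 features had an outlier flag in either channel. The channels were brought together by a loess curve fitted on 26580 negative-control and hybridization-control features, and sequence and quantile normalization were left out, as the Supplementary Information states. No background was subtracted, as the paper describes its method as using the total probe signal intensity. The log2 of the mean intensity, a span of 0.3 and negative controls below 60% GC in the loess were choices made here. Of the hybridization controls, 35 probes were spotted 60 to 160 times each. The median SD over the spots of such a probe was 0.17 log2 units in Cy3 and 0.13 in Cy5.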

The results are shown in Supplementary Figure S2. It can be seen that many probes designed against *C. riparius* transcriptome reads indeed have generally a higher intensity in the *C. riparius* genome than in the *A. gambiae* genome. However, there are also many probes for which this is not the case. 

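The 841057 read probes with a GC content below 60% had a median log2 intensity of 9.30 with C. riparius DNA (quartiles 7.53 and 11.21) and of 6.10 with A. gambiae DNA (quartiles 5.74 and 7.26). Of these probes, 628406 (74.7%, interval 74.6 to 74.8%) were brighter with C. riparius DNA by more than 1 log2 unit. In 207708 probes (24.7%) the channels lay within 1 log2 unit of each other, and 4943 (0.588%) were brighter with A. gambiae DNA by more than 1 log2 unit. Among the random negative controls, 4.65% were brighter by that much in the C. riparius channel and 3.88% in the A. gambiae channel. The largest differences toward C. riparius were 11.94 log2 units for the read probe GW3C7K201CF00Q_1:1 and 11.91 for GW3C7K201BU9L1_1:2. The largest toward A. gambiae were -6.06 for GW3C7K202FPGC8_1:1 and -5.95 for GW3C7K201CF8JZ_1:1, counted as C. riparius minus A. gambiae. In its dimmer channel, each of these probes lay below the 95th percentile of the negative controls of its GC content (in bins of 5% GC), so the sizes depend on the background there and are not exact. The files do not pair read names with gene names. The median difference of the read probes was 2.46 log2 units toward C. riparius, and 1.70 without normalization, 1.04 with the processed signal of the scanner software and 0.20 with a loess curve through all probes. The probes apart by more than 1 log2 unit were split into 425831 toward C. riparius and 210524 toward A. gambiae with the processed signal, and into 203371 and 164212 with the loess curve through all probes. In these settings, 89.0% and 37.7% of the negative controls were brighter by that much in the A. gambiae channel, and 0.417% and 0.221% in the C. riparius channel. The counts toward A. gambiae thus contain an offset between the dyes.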

Prior to the data analysis we selected probes with a GC content below 60%. 

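The intensity of the random negative controls, which have no designed target in either genome, was near the same level in both channels up to about 30% GC, rose from there to 75 to 80% GC and fell above it. Controls with 20 to 25% GC had a median log2 intensity of 5.96 with C. riparius DNA and 5.96 with A. gambiae DNA. At 40 to 45% GC the medians were 7.15 and 7.00, and at 55 to 60% GC they were 10.73 and 10.78. Above the limit, at 75 to 80% GC, they were 12.76 and 12.60, and at 95 to 100% GC they were 10.35 and 9.43. The 5th to 95th percentile range widened from 5.72 to 6.35 at 20 to 25% GC to 7.82 to 14.14 at 55 to 60% GC in the C. riparius channel. Across the controls below 60% GC, Spearman's rho of GC content and intensity was 0.777 in Cy3 and 0.841 in Cy5. These are correlations across probes of 1 array, which are not independent replicates.

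**Figure D1:**
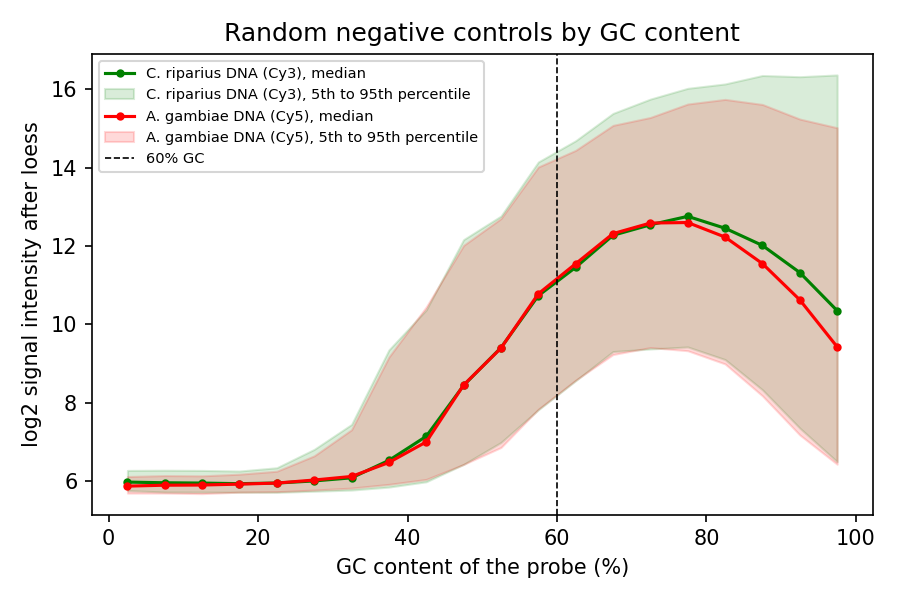
Log2 signal intensity after loess of the random negative controls (vertical axis) against the GC content of the probe in percent (horizontal axis), in bins of 5% GC. Lines with points give the median with C. riparius DNA (green) and A. gambiae DNA (red), and shaded bands the 5th to 95th percentile. The median stays near 6 up to about 30% GC and exceeds 10 at 55 to 60% GC in both channels; the dashed line marks 60% GC.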

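A GC content below 60% was found for 929811 probes, of which 23036 were random negative controls. Read probes made up 841057 of the rest. As A. gambiae controls, the 10365 probes named as designed on A. gambiae sequences were used, since the genome sequence needed for bit-scores was not used here. The remaining probes were 24054 on Aedes aegypti, 6684 on Culex quinquefasciatus and 24615 on GenBank ESTs.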

In total, 929 808 probes were included in the analysis, 23 036 of which were random negative controls and 9038 positive controls, as they matched the *A. gambiae* genome with a bit-score > 100. As the goodness of fit of the parametric distributions was poor, the analysis was based on density estimation with bandwidth optimization (cf. Supplementary Information). 

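The negative controls in the A. gambiae channel had a narrow peak and a long upper tail. The median of the Gaussian fitted to them was 7.21 and that of the fitted shifted log-normal distribution was 6.49, against 6.15 in the data. The largest distance between a percentile of the data and the same percentile of the Gaussian was 3.06 log2 units, at the 1st percentile, and the mean distance was 0.85. For the shifted log-normal distribution, the largest distance was 2.12 log2 units, at the 99th percentile, and the mean distance was 0.39. The A. gambiae probes lay closer to both of their distributions, with a largest distance of 0.69 for the Gaussian and 0.28 for the left-truncated Gaussian, each at the 1st percentile.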

Again, the *A. gambiae* aCGH showed that the negative-control probes have a consistently lower intensity than the perfect-match probes, but with overlap (Figure 6A). Nevertheless, the AUC is 0.9081 which indicates that the intensity distributions are separated. 

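In the A. gambiae channel, the A. gambiae probes had a median log2 intensity of 11.12 (quartiles 9.53 and 12.68) and the random negative controls had quartiles of 5.93 and 7.94. The overlap lay in the upper tail of the negative controls, whose 95th percentile was 11.63, and in the lower tail of the A. gambiae probes, whose 5th percentile was 7.50. The AUC was 0.903 (95% DeLong interval 0.899 to 0.906, which covers the sampling of probes only). This interval takes probes as independent and can be too narrow, since the negative controls formed 11518 reverse-complement pairs. The threshold with the fewest errors was a log2 intensity of 9.31. It misplaced 2278 A. gambiae probes (22.0%) and 3755 negative controls (16.3%), a minimum classification error of 18.1% (interval 17.7 to 18.5%). The 2 sets were not matched in GC content. At 20 to 25% GC there were 24 A. gambiae probes and 1950 negative controls, and at 55 to 60% GC there were 2647 and 2158. The separation is thus in part one of base composition. Only 31.7% of the A. gambiae probes exceeded the 95th percentile of negative controls of the same GC content (within 1 GC base) in this channel. The AUC moved with the GC content of the probes compared. It was 0.861 for probes with 20 to 60% GC and 0.740 without a filter on GC content. From its AUC, the paper reasons that the intensity distributions of the 2 sets of probes are separated despite their overlap.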

We decided to discard probe targets only if they were called absent with a high certainty, thus we applied a (*P*(absent|intensity) > 0.9 cut-off to the *C. riparius* aCGH data, resulted in 169 273 (18.7%) absence-called probes that target NGS reads (Figure 6B). 

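At P(absent|x) above 0.9, 144373 read probes (17.2%, interval 17.1 to 17.2%) were called absent in the C. riparius channel and 696684 were called present. Over all 906775 probes other than negative controls, 157787 (17.4%) were called absent, since 13414 of the 65718 related-species probes (20.4%) were called absent as well. Among these, the share was 25.3% for the Aedes aegypti probes, 22.3% for the GenBank EST probes, 11.7% for the Culex quinquefasciatus probes and 10.2% for the A. gambiae probes. The classes differed in GC content, so these shares do not rank them by how many targets are absent. In this channel, 10.5% of the A. gambiae and 8.08% of the Culex quinquefasciatus probes exceeded the 95th percentile of same-GC negative controls. For the read probes it was 68.1%. Of the random negative controls, 15159 (65.8%, interval 65.2 to 66.4%) were called absent in this channel and 7877 were called present. The share of absent read probes fell with GC content, from 80.8% of the 29269 probes with 15 to 20% GC through 26.2% of the 129356 with 25 to 30% GC to 1.89% of the 55085 with 45 to 50% GC. The call also fell with GC content among the negative controls, 99.6% of which were called absent at 15 to 20% GC and 1.11% at 55 to 60% GC. The number of absent read probes was 37774 at P(absent|x) above 0.99 and 437417 above 0.5. At the cut-off of 0.9 it was 310499 with the processed signal, 402909 with a loess curve through all probes, 468930 with quantile normalization and 37649 with sequence-based normalization.

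**Figure D2:**
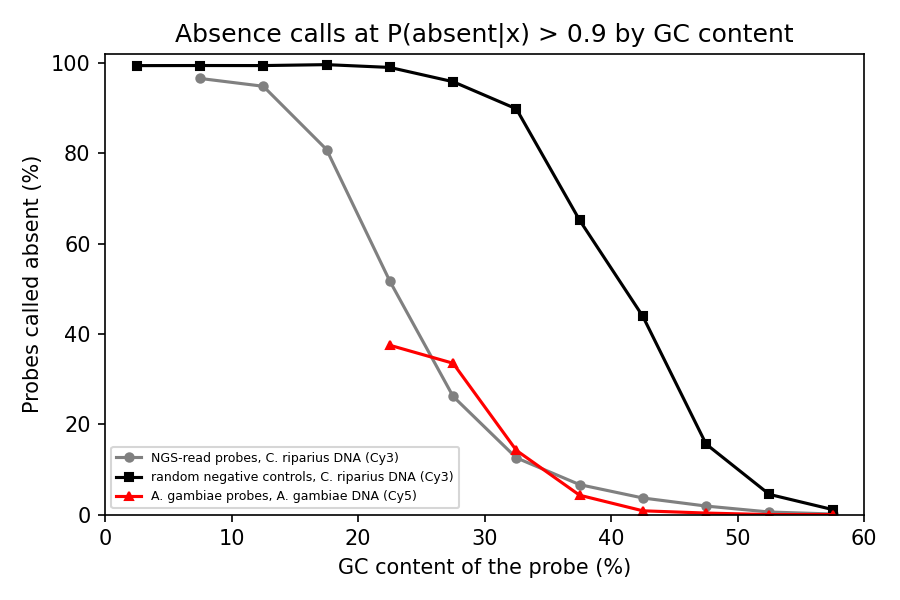
Share of probes called absent in percent (vertical axis) against the GC content of the probe in percent (horizontal axis), in bins of 5% GC with at least 20 probes. Grey circles are the read probes and black squares the random negative controls, both with C. riparius DNA; red triangles are the A. gambiae probes with A. gambiae DNA. The read probes fall from 80.8% at 15 to 20% GC to 1.89% at 45 to 50% GC.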

To explore NGS sample contamination as one explanation for the many absent reads, all NGS reads (1 458 164) from the *C. riparius* experiment were blasted against the human genome and transcriptome and 54 430 reads (3.7%) were found matching (bit-score > 95). In total, 102 121 (7.0%) probes were associated with these reads and could therefore be associated with human sample contamination. In total, 44 502 (44%) of these human-associated reads were called absent by our QAPC method and they constituted 26% of all absence-called probes. On the other hand, 55 619 of the 737 499 present probes were from reads matching human sequences. In other words, 26% of the absence-called probes were associated with human sequences, whereas this was only the case 7.8% of the remaining probes. The significant overrepresentation (Chi square test: X-squared = 49 204, *P*-value < 2.2e-16) of probes associated with human reads among the absence-called probes indicates that the QAPC method can be helpful in removing contaminating reads from NGS data.

**Figure 6.**
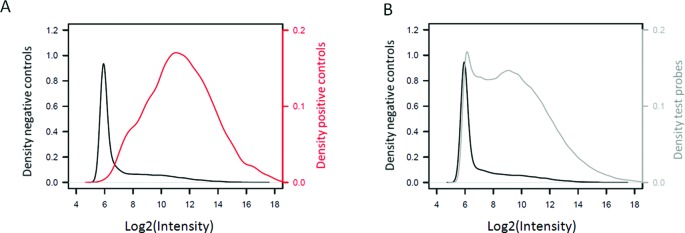
Evaluating NGS reads with the QAPC method. (**A**) Density plots showing the log2 signal intensities of the probes designed for the *A. gambiae* reference genome (red) and negative-control probes (black). (**B**) Density plots showing the log2 signal intensities of the negative-control probes (black) and the probes designed for the *C. riparius* NGS reads (grey).

## DISCUSSION

In this study, we propose a novel approach: the QAPC method for aCGH analysis that explicitly indicates the absence or presence of genomic sequences. The analysis procedure does not require any structural information of a reference genome, i.e. it does not require the physical order of the probe targets. This approach is therefore specifically useful for aCGH analyses on non-model organisms with poorly assembled genomes and/or limited genomic annotation. It should be noted that the order of the probe targets is conventionally included in the analysis to deal with error rates in copy number estimation. However, the QAPC method does not infer copy number, but specifically indicates whether probe targets are present or absent in the genome. Our raw results (Table 1) indicate that for such signals, which are relatively extreme, single probes can be informative. Encouraged by these results, we subsequently proposed a formal data analysis procedure that enabled a quantitative analysis for present or absent calling (Table 2).

Given that microarrays have been around for over 15 years now (34), we are not the first to present a method for absence/presence calling for probe targets. Traditionally, the majority of probe targets has been inferred by very precise probe (or feature) level modeling (e.g. (35)). The basis of these modeling approaches is that a certain signal-intensity level is estimated that should represent background noise and non-specific binding, and this value is subtracted from the total signal-intensity level of the feature. This subtraction approach has resulted in detection call algorithms in detail discussed by Schuster (36). The most well known is probably the MAS5 algorithm , based on a pairing of mismatch and perfect-match probes. Interestingly, most of the background noise and non-specific binding modeling efforts were made in the field of gene-expression analysis, rather than genomic (aCGH) analysis. It has proven to be hard to exactly quantify signal-intensity levels for probe-specific background noise and non-specific binding. Yet, the essence of the problem is that in gene-expression analysis it is difficult to claim that a gene is not expressed, if it cannot be measured. However, in aCGH analysis the relationship between signal intensity and genome content is less complex (2) and we have shown here that probes without genomic target, i.e. negative-control probes, in general have a consistently lower signal intensity than probes with target sequences (Table 1 and Figure 1). It is this consistent relationship that we use in our approach.

Given the above-mentioned difficulties, we decided stay clear from a signal-intensity subtraction method at the feature level. The basis of the QAPC method presented here is that total probe signal intensity is used as a proxy for the absence/presence of a probe target. We design a population of probes without and with target sequences in the biological sample, with various characteristics in terms of GC content, sequence, melting temperature and Gibbs free energy, all in a similar range as the target probes that are used for measuring the genomic content. We assume that the intensity of this set of negative-control and positive-control probes is a representative sample for the total signal-intensity range that probes without target can have in an experiment. In fact, this way of reasoning is not completely new. Zhang *et al.* (37) were interested in tissue-specific gene expression and called genes expressed if the probe intensity exceeded the 99th percentile of the intensities from 66 negative controls. In addition, the Illumina gene-expression platform contains negative controls to calculate a detection *P*-value for each gene. The number of negative-control probes ranges from 750 to 1600 for different types of BeadChips (different species and different versions). Shi *et al.* (38) proposed to use these probes to estimate the proportion of probe targets present in a sample, which is suggested as quality criterion for gene-expression analysis. We propose to use negative-control and positive-control probes in genomic (aCGH) analysis (instead of gene expression analysis) for probe target-specific absence/presence calling, taking into account the notion that probes with target sequences can have a low signal intensity (Table 1; Figure 1).

A novel feature of the QAPC method is the inclusion of positive-control probes. In principle, the method can be executed without explicitly testing positive controls, as could be dictated by specific experimental settings. This can be done by deconvolving a mixture of signals from probes without and with target sequences using an expectation maximization algorithm (albeit with strong distributional assumptions, see Supplementary Methods). However, it is advised to include a positive-control hybridization in the experimental design whenever possible. Not so much as reference for the genomic structure, which is usually the case in aCGH experiments, but rather for determining the signal intensity distribution of the positive-control probes. The positive-control hybridization can in principle be done with any genome for which sufficient sequence information is available. The analysis could benefit from choosing a positive-control genome that is to some extent biologically similar to the test genome, as this could make the hybridizations comparable.

Our QAPC method entails a direct comparison of the intensity values from the control hybridizations with the intensity values from the test genome. Thus, one assumption in the analysis is that the intensity values in both hybridizations are equivalent. This should be checked, for instance by comparing the intensities of the negative-control probes, or by including and comparing hybridization control spike-ins in both the test and the control sample. Another important assumption is that the distributions *P*(intensity|absent) and *P*(intensity|present) are well described. This can be checked with standard *q*–*q* plots. We supply a data analysis protocol that includes a decision scheme for normalization and model fitting (Supplementary Methods).

In *de-novo* non-model NGS experiments that by definition lack a reference genome, our method can be helpful to determine NGS-contaminating sequencing reads that do not belong to the genome of the sequenced organism. If probes generate a low QAPC call, this indicates that the probe is likely targeting a read, which is erroneous or present due to contamination of the DNA or RNA sample. Especially in RNA, probes can generate absence calls because they target a splice site or an RNA editing site. If necessary, additional bioinformatics analyses should be performed to analyze the probes with absent calls. For instance, a splice site in a read may be identified by a single absent called probe, contrasting the other probes associated with the read.

Apart from analyzing NGS reads, we have also shown that our QAPC method can be used to analyze regular aCGH experiments for instance to identify pan and core genomes (39). Structural information of a genome, i.e. the physical order of the probe targets, is not required for the data analysis, but it facilitates data plotting and interpretation, as was clear from our results for the fnbB gene of all *S. aureus* strains. It shows that the results give information about the absence/presence of single probe targets and therefore works at a resolution of a single probe. This can be useful for new aCGH experiments, but also for a reanalysis and reinterpretation of old experiments. Since aCGH experiments are performed with reference genomes, the QAPC method can in principle be used for re-analysis and re-interpretation of any previous experiment, if the arrays are fitted with negative-control probes. The data analyst only needs to ignore the genomic location of the probe targets and use the reference genome as positive control. In conclusion, given the presented applications and performance, like typical ROC AUC values larger than 0.9995, we advocate that the QAPC method can complement traditional aCGH analysis methods to enhance data interpretation.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: Absence/presence calling in microarray-based CGH experiments with non-model organisms
**Source:** Nucleic Acids Res. 2014 Apr 25;42(11):e94. doi: 10.1093/nar/gku343
**Supplement:** SUPPLEMENTARY DATA

Absence/presence calling in microarray-based CGH experiments with non-model organisms — Absence/presence calling in microarray-based CGH experiments with non-model organisms — SUPPLEMENTARY DATA 

# Absence/presence calling in microarray-based CGH experiments with non-model organisms

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA

# Supplementary material for: Absence/presence calling in microarray-based CGH experiments with non-model organisms
**Source:** Nucleic Acids Res. 2014 Apr 25;42(11):e94. doi: 10.1093/nar/gku343
**Supplement:** SUPPLEMENTARY DATA

**- Supplementary Data –**

**Absence/presence calling in microarray-based CGH experiments with non-model organisms.**

Martijs J. Jonker 1,2, Wim de Leeuw1,2, Marino Marinković1,3, Floyd R.A. Wittink1,Han Rauwerda1,2, Oskar Bruning1,2, Wim A. Ensink1, Ad C. Fluit4 and C.H. Edwin Boel4, Mark de Jong1, and Timo M. Breit1,2,*

**ABSTRACT**

Structural variations in genomes are commonly studied by (micro)array-based comparative genomic hybridization (aCGH). The data analysis methods to infer copy number variation in model organisms (human, mouse) are established. In principle, the procedures are based on signal ratios between test and reference samples and the order of the probe targets in the genome. These procedures are less applicable to experiments with non-model organisms, which frequently comprise non-sequenced genomes with an unknown order of probe targets. We therefore present an additional analysis approach, which does not depend on the structural information of a reference genome, and quantifies the presence or absence of a probe target in an unknown genome. The principle is that intensity values of target probes are compared with the intensities of negative control probes and positive control probes from a control hybridization, to determine if a probe target is absent or present. In a test, analyzing the genome content of a known bacterial strain: *Staphylococcus aureus* MRSA252, this approach proved to be successful, demonstrated by receiver operating characteristic area under the curve values larger than 0.9995. We show its usability in various applications, such as comparing genome content and validating next-generation sequencing reads from eukaryotic non-model organisms.

Supplementary Table 1. Confusion table values to show the classification performance of negative control probes and perfect match probes when probe intensity is used as classifier in *Danio rerio*, when two times six replicate measurements and averaged probe intensities are used. The abbreviations indicate: TP: True positives, FP: False positives, TN: True Negatives, FN: False Negatives, TPR: True positive rate, FPR: False positive rate, TNR: True negative rate, FNR: False negative rate, P: Precision, AC: Accuracy, and AUC: Area under the curve

|  | *D. rerio* sample 1 | | | | | | *D. rerio* sample 2 | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | repl. 1 | repl. 2 | repl. 3 | repl. 4 | repl. 5 | repl. 6 | repl. 1 | repl. 2 | repl. 3 | repl. 4 | repl. 5 | repl. 6 | mean signals |
| TP | 5,408 | 5,668 | 5,442 | 5,698 | 5,561 | 5,750 | 5,529 | 5,376 | 5,875 | 5,634 | 5,592 | 5,807 | 5,784 |
| FP | 1,503 | 1,224 | 1,337 | 1,454 | 1,376 | 1,164 | 1,348 | 1,423 | 1,309 | 1,501 | 1,140 | 1,241 | 1,293 |
| TN | 54,506 | 54,785 | 54,672 | 54,555 | 54,633 | 54,845 | 54,661 | 54,586 | 54,700 | 54,508 | 54,869 | 54,768 | 54,716 |
| FN | 1,363 | 1,103 | 1,329 | 1,073 | 1,210 | 1,021 | 1,242 | 1,395 | 896 | 1,137 | 1,179 | 964 | 987 |
| TPR | 0.7987 | 0.8371 | 0.8037 | 0.8415 | 0.8213 | 0.8492 | 0.8166 | 0.7940 | 0.8677 | 0.8321 | 0.8259 | 0.8576 | 0.8542 |
| FPR | 0.0268 | 0.0219 | 0.0239 | 0.0260 | 0.0246 | 0.0208 | 0.0241 | 0.0254 | 0.0234 | 0.0268 | 0.0204 | 0.0222 | 0.0231 |
| TNR | 0.9732 | 0.9781 | 0.9761 | 0.9740 | 0.9754 | 0.9792 | 0.9759 | 0.9746 | 0.9766 | 0.9732 | 0.9796 | 0.9778 | 0.9769 |
| FNR | 0.2013 | 0.1629 | 0.1963 | 0.1585 | 0.1787 | 0.1508 | 0.1834 | 0.2060 | 0.1323 | 0.1679 | 0.1741 | 0.1424 | 0.1458 |
| P | 0.7825 | 0.8224 | 0.8028 | 0.7967 | 0.8016 | 0.8316 | 0.8040 | 0.7907 | 0.8178 | 0.7896 | 0.8307 | 0.8239 | 0.8173 |
| AC | 0.9543 | 0.9629 | 0.9575 | 0.9597 | 0.9588 | 0.9652 | 0.9587 | 0.9551 | 0.9649 | 0.9580 | 0.9631 | 0.9649 | 0.9637 |
| AUC | 0.9760 | 0.9817 | 0.9782 | 0.9793 | 0.9779 | 0.9817 | 0.9793 | 0.9764 | 0.9827 | 0.9784 | 0.9812 | 0.9829 | 0.9823 |

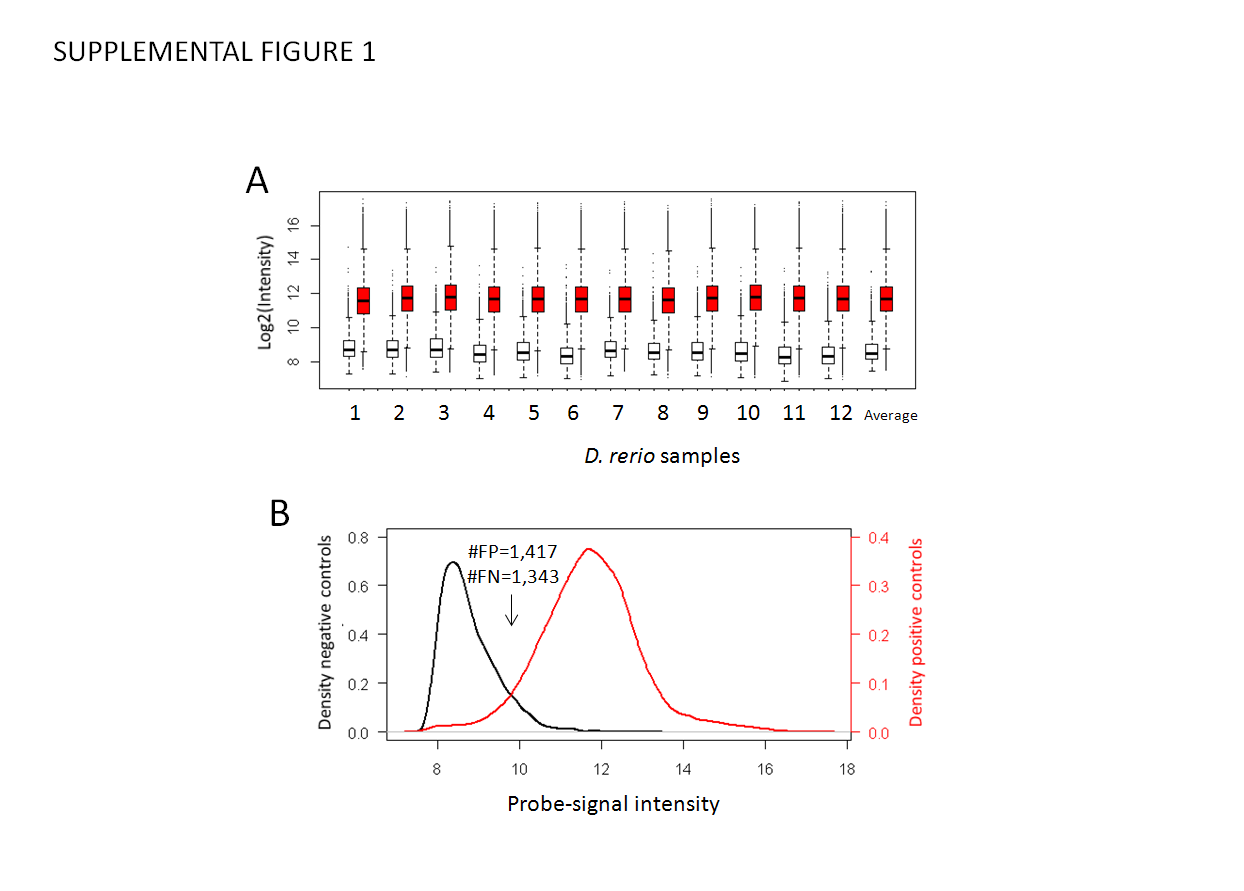

Supplementary Figure 1. A: box-and-whisker plots showing the intensity distributions of negative-control probes (white) and perfect-match probes (red) in twelve replicate *D. rerio* samples and based on the averaged signal. B: Density plot indicating the intensity distribution of the negative-control probes (black) and the perfect-match probes (red) of the averaged signal.

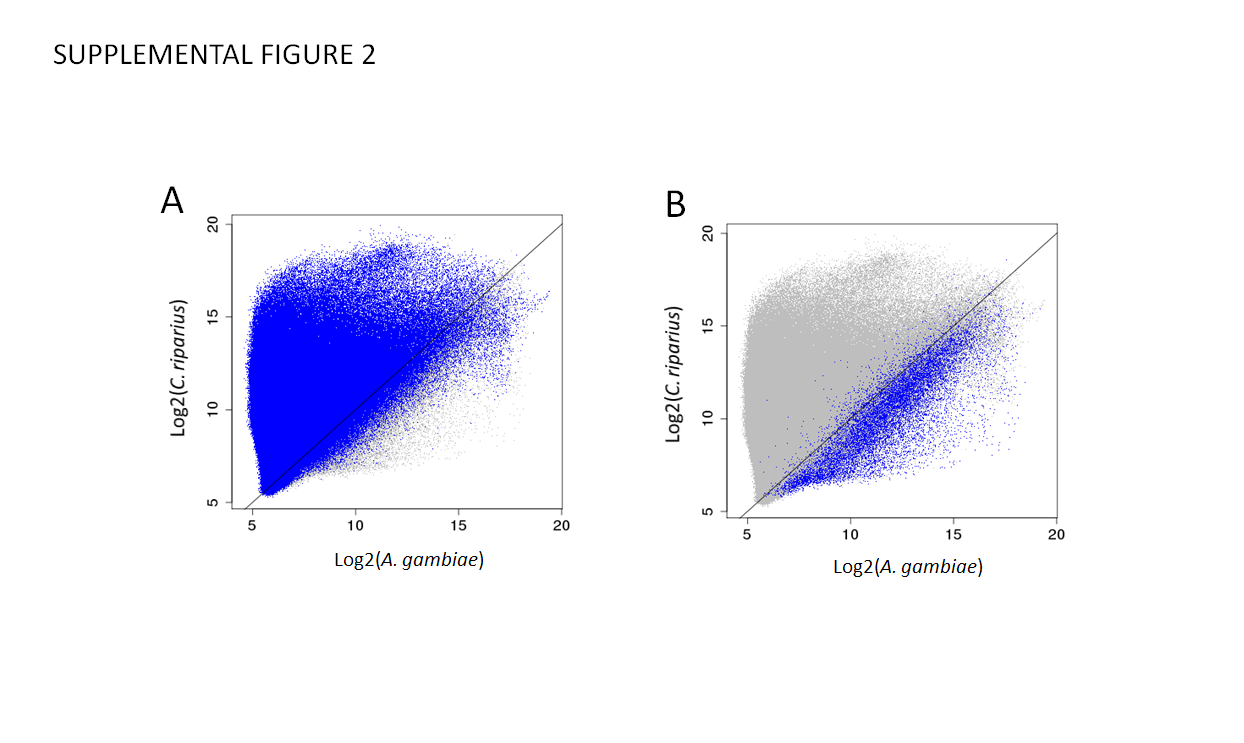

Supplementary Figure 2. The results for the *C. riparius* transcriptome validation microarray. The log2 probe intensity values after hybridizing *C. riparius* DNA is plotted against the log2 probe intensity values after hybridizing *A. gambiae* DNA. A: the values of the probes designed against the sequencing reads are indicated in blue. B: the values of the probes designed against the *A. gambiae* genome are indicated in blue.

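The A. gambiae probes below 60% GC had a median log2 intensity of 9.39 with C. riparius DNA, and the median of C. riparius minus A. gambiae was -1.33 log2 units. Of them, 6442 (62.2%, interval 61.2 to 63.1%) were brighter with A. gambiae DNA by more than 1 log2 unit and 218 (2.10%) with C. riparius DNA. The probes on mosquitoes of other genera showed smaller differences. The median difference was -0.13 log2 units for the Aedes aegypti probes, 8.19% of which were brighter with C. riparius DNA and 13.1% with A. gambiae DNA by more than 1 log2 unit. For the Culex quinquefasciatus probes the median difference was -0.27, and these shares were 7.99% and 19.2%. The GenBank EST probes had a median difference of 0.39, with 37.5% of them brighter with C. riparius DNA and 7.87% with A. gambiae DNA by more than 1 log2 unit. The sign for the GenBank EST probes depended on the dye normalization, as their median was -2.26 with the processed signal and -1.34 with a loess curve through all probes, settings in which the median of the negative controls was -1.89 and -0.35. The A. gambiae, Aedes aegypti and Culex quinquefasciatus probes had a negative median under each of the 5 settings compared. In 1 of these, normexp, only the background correction was changed and the loess on control probes was kept. With 3 of the settings the shares brighter with A. gambiae DNA by more than 1 log2 unit were higher. With the processed signal they were 99.6%, 95.8% and 97.3% in that order, with the loess curve through all probes 95.7%, 79.0% and 86.7%, and without normalization 91.4%, 49.9% and 65.6%. The random negative controls had shares of 89.0%, 37.7% and 19.8% in these settings, so an offset between the dyes enters all of these shares. Among the GenBank EST probes, 15.3% were brighter with C. riparius DNA and 69.0% with A. gambiae DNA by that much with the processed signal. These shares were 8.73% and 55.8% with the loess curve through all probes, and 25.5% and 27.0% without normalization.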

**SUPPLEMENTARY METHODS**

The microarray based probe target detection method (QAPC method) is generally applicable and should work well on any dataset. Nevertheless, it is obviously required to perform a data quality control to assess whether the modeling procedures fit the data. There are two assumptions in the analysis that need specific attention.

**Assumption 1. The probe intensity values of the control and the test samples are equivalent.**

The QAPC method is based a direct comparison of the probe intensity values from the control hybridizations with the test hybridizations. Thus, one assumption in the analysis is that the intensity values in the two hybridizations are equivalent. In this study this was checked by plotting the intensities of the negative control probes and the intensities of the hybridization control spike-ins of the test sample(s) against the control samples. 

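Before the loess, the negative controls below 60% GC had a median log2 intensity of 6.34 in the C. riparius channel and 5.98 in the A. gambiae channel. The SD of the difference between the channels was 0.98 log2 units, and 78.8% of the controls lay within 1 log2 unit of the one-to-one line. After the loess, the median difference (A. gambiae minus C. riparius) was -0.01, the SD was 0.60 and 91.5% lay within 1 log2 unit. Spearman's rho across these controls was 0.827 before and 0.844 after the loess. The 3544 hybridization-control features differed by a median of 0.80 log2 units (A. gambiae minus C. riparius) before the loess and by 0.16 after it, and the share within 1 log2 unit rose from 59.6 to 80.3%. Both sets of controls were used to fit the curve, so their closeness afterward is not an independent check.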

If a one-to-one relationship is observed, it is reasonable to assume that the intensities are equivalent. We also checked the density plots of the negative control probes. The densities should be similar in both the control and the test sample.

We did observe that the comparability of the probe intensities changed due the normalization procedures. The scatterplots should therefore be checked on pre- and post-normalized data. If the normalization procedure has a negative effect on the comparability of the probe intensity values of the control and the test sample, then the normalization procedure should be omitted, and inference is necessarily based on pre-normalized data.

In the paper three normalization steps are discussed, which may need some further explanation. Each normalization step should improve the quality of the data by removing technical biases. The first normalization step entails between and/or within slide normalization, which is an established procedure for microarrays. The second step is the correction of probe sequence effects, which can improve the analysis as intensities of probes with different sequences are compared. The third normalization step is an adjusted quantile normalization, which should make the intensities of the test and control sample comparable. In principle, all three normalization steps do make sense intuitively, and they worked well on the test data set. We have nevertheless observed that each normalization procedure can influence the comparability of test and control sample, and not all normalization procedures work well in every experiment. For instance, we did observe that the sequence normalization and the quantile normalization had a negative effect on the comparability of the *C. riparius* and *A. gambiae* hybridization signals. 

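Plain quantile normalization, not the adjusted form of the paper, in place of the loess moved the negative controls of the 2 channels apart. Their median log2 intensity was then 6.00 with C. riparius DNA and 6.75 with A. gambiae DNA, the SD of the difference was 1.41, and 54.3% lay within 1 log2 unit. Sequence-based normalization alone left a median difference of 0.22 log2 units (A. gambiae minus C. riparius) with an SD of 0.70, and 86.3% of the negative controls lay within 1 log2 unit, against an SD of 0.98 and 78.8% in the raw values. Followed by a loess on negative controls, the SD was 0.69 and 87.8% lay within 1 log2 unit, against an SD of 0.60 and 91.5% with the loess on control probes alone. Sequence-based normalization widened the spread of the negative controls, whose interquartile range in the A. gambiae channel was 6.00 log2 units against 2.75 in the raw values. The AUC between negative controls and A. gambiae probes was 0.447 after sequence-based normalization alone and 0.901 in the raw values. The sequence model was the sum of the mean intensities per nucleotide and position, taken from the probes below 60% GC in each channel. Positions were not fitted jointly, so an effect of GC content can be subtracted repeatedly. The values above hold for this form of the model and may differ for other fits. Spearman's rho between the channels across the negative controls was 0.978 after sequence-based normalization alone and 0.827 in the raw values.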

Possibly because *C. riparius* was measured with Cy3 dye and *A. gambiae* with Cy5 dye, on the same array. This was done for reasons of costs, but a more reliable analysis was probably performed when the hybridizations were performed on different arrays with the same Cy-dye, or with dye-swaps. Thus, the usual considerations for microarray experimental design apply here also. All in all, for normalizing the data, we do suggest to use the decision flow diagram shown in Supplementary Figure 3.

**Assumption 2. The modeled distributions of p(intensity|absent) and p(intensity|present) fit the observed intensity distributions of the negative- and positive control probes.**

The calculation of the QAPC call depends on the quantification of p(intensity|absent) and p(intensity|present). Thus, an important assumption is that the distributions p(intensity|absent) and p(intensity|present) are well quantified. We have tested various options to model the intensity distributions of the positive and negative control probes. We observed that the negative control probes can frequently be described by the shifted log normal distribution or the normal (Gaussian) distribution. The positive-control probes can frequently be described by a normal distribution. This can easily be checked with q-q plots, based on the percentiles of the data. We used the percentiles of the data, because outliers had a large influence on the inference of the q-q plot if the individual data points were used. If these empirical distributions showed a lack of fit we used a density estimation procedure with bandwidth optimization for conditional probabilities. This procedure was computationally intensive and not practical for large data sets. The procedure was usable up to 3,000 data points, i.e., 3,000 positive- and negative-control probes. Our experiments usually contained many more positive and negative control probes, and we applied a sampling procedure to reduce the data set and calculate approximate conditional p-values. We did not apply a random sampling procedure, as we wanted to keep the densities of the probe intensities intact. Rather, we sampled each 5th percentile of the distribution for *nsample*/*ntotal* of the data points in this bin, where *nsample* indicates the number of positive and negative controls we need to sample (e.g. for positive controls typically 3000**npos*/(*npos*+*nneg*) ), and *ntotal* indicates the total number of present or absent calls. As in this procedure control data points are omitted, which means information loss, we decided to use the parametric distributions when possible.

Normalize using standard QC

Are test and control comparable?

Keep the normalized data

Yes

No

Skip the normalization

Sequence based normalization

Are test and control comparable?

Keep the normalized data

Quantile based normalization

Yes

No

Skip the normalization

Are test and control comparable?

Keep the normalized data

Calculate QAPC calls

Yes

No

Skip the normalization

Supplementary Figure 3. Flow diagram for choosing the suitable normalization procedure(s) for the QAPC method

**Data analysis strategies used on the datasets in the paper.**

Following the guidelines mentioned above, the datasets in the paper were analyzed with the following methods:

A) *S. aureus* data (Figure 5):

1. Sequence based normalization
2. Adjusted quantile normalization
3. Negative control probe intensities are modeled using a Gaussian distribution.
4. Positive-control probe intensities are modeled using a Gaussian distribution.

A) *C. riparius and A. gambiae* data (Figure 6):

1. Standard loess normalization using the negative control probes and hybridization control probes only, to alleviate the dye bias
2. Sequence and quantile normalization were omitted
3. Negative- and positive-control probe intensities are modeled using density estimation with bandwidth optimization.

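The conditional density was estimated on 3000 controls, 2060 negative controls and 940 A. gambiae probes, taken evenly from each 5th percentile of their intensities in the A. gambiae channel. The bandwidth with the highest leave-one-out likelihood was 0.485 log2 units. The share of negative controls gave a prior probability of absence of 68.7%. P(absent|x) was 0.992 at a log2 intensity of 6, 0.888 at 7, 0.653 at 8, 0.448 at 10 and 0.175 at 14. The cut-off of 0.9 corresponded to a log2 intensity of 6.95. With simulated controls in the numbers of the real ones, the calls were tested on 100000 further simulated probes of known class. Of the called probes 96.7% were truly absent, and 68.6% of the absent probes were called, against 70.5% with the true densities. The simulated intensities were Gaussian, and the simulated probes were absent at the prior rate of the controls. Among the real read probes, the absent share is unknown. The simulated controls were also better separated than the real ones, with an AUC of 0.945. For these reasons the shares are not those of the real calls.

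**Figure D3:**
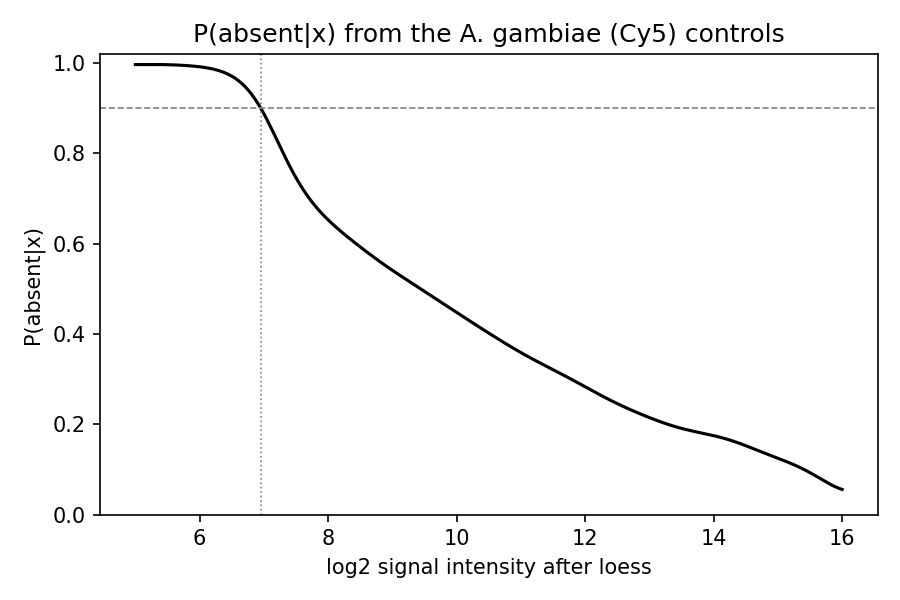
P(absent|x) (vertical axis) against the log2 signal intensity after loess (horizontal axis), estimated from the negative controls and A. gambiae probes in the A. gambiae channel. The dashed line marks the cut-off of 0.9, which the curve crosses at 6.95 (dotted line).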

**Data analysis without using a positive control hybridization.**

It may sometimes be not possible to incorporate a positive control hybridization in the experiment. 

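In the C. riparius channel, the histogram of the read probes had its main peak at a log2 intensity of 6.13, with 37242 probes, and local peaks at 7.13, 8.63 and 9.13, with 28609, 30345 and 30504 probes. A mixture of 2 Gaussians was fitted by expectation maximization to the probes other than negative controls, with the negative controls held in the dim component. The dim component then took 39.3% of the probes, with a mean of 7.54 and an SD of 1.25, and the bright component had a mean of 10.83 and an SD of 2.27. Without the negative controls, the dim component took 21.8%, with a mean of 6.83 and an SD of 0.67. The highest probability of belonging to the dim component among the read probes was 0.841 with and 0.771 without the known controls, so that 0 read probes passed the cut-off of 0.9 with either mixture.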

In general, we observed that the probe intensities of the test hybridization showed bimodal distributions. (Figure 2 and Figure 6 in the paper). This suggests that the distribution of intensities consist of a mixture of signals from probes interrogating sequences that were present in the sample, and probes interrogating sequences that were absent in the sample. A naïve approach would be to simply model the distributions of signals as a mixture of two Gaussians, which is solved using expectation maximization (EM). However, if it is known that the negative control probes have no targets in the test sample (and if positive-control probes do have targets), then it would improve the analysis if this information could be incorporated in the analysis. The following procedure is suggested.

The logarithm of the likelihood that EM maximizes is:

for *N* probes (features) and *K* classes (usually two: absent or present probe targets). The mixing probabilities are indicated as *pk* and *g* indicates a gaussian distribution with mean *m* and standard deviation *σ*. Prior knowledge about the control probes could be incorporated using a indicator vector *I*, which indicates whether *xn* is based on a negative control (*In*=1), a positive control (*In*=2), or whether the class is unknown (*In*=3). The mixing probabilities *pk* can then be defined as as *pk*(*In*). If *xn* represents the intensity of a negative control probe, then *p*1(*In*)= 1 and *p*2(*In*)= 0. The values are reversed if *xn* represents the intensity of a positive-control probe and *pk*(*In*) needs to be estimated if *xn* is a regular data point. The logarithm of the likelihood

can now be maximized with the E step:

and the M step

which is not much different from the standard procedure for mixed Gaussians. Yet, the mixing probabilities for *In*=1 and *In*=2 are predefined, and can be excluded from the M step, and hence *N** is the number of unknown data points. In this formulation, the mixing probabilities *pk*(*In*) and therefore the membership probabilities *p*(*k*|*xn*, *In*) are now directly indicating membership to the negative or positive controls, and the associated values *xn* contribute to the parameter estimation of the distribution of the correct class. In addition, the conditional p-values are now equivalent to the conditional p-values generated by analyses with a positive control hybridization. Obviously, it is assumed that the intensity distributions of probes with and without targets in the sample can be described by normal distributions.

How the deposited data were processed for this re-analysis (not part of the article)

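One Agilent 1 × 1M array was analyzed, on which Cy3-labeled genomic DNA of C. riparius was hybridized together with Cy5-labeled genomic DNA of A. gambiae. The channels were taken from the dyes in the sample labels, which match those in the paper's methods. The authors deposited the output of Agilent Feature Extraction 10.7.3.1 for this array, in which each feature has a raw mean intensity, a local background intensity, a processed intensity and quality flags per channel. The version of the software is that of the file header; the paper's methods name another program, NimbleScan. The raw intensity is neither background-subtracted nor dye-normalized, and the processed intensity is background-subtracted, detrended and linearly dye-normalized. No value was pooled or averaged over arrays. All columns of values used belong to these 2 samples.

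From the raw mean intensities, log2 values were computed and the dye difference was removed with a robust loess curve of log2 ratio on mean log2 intensity (span 0.3, 4 robustness iterations), fitted on the 3544 hybridization controls and the negative controls with fewer than 36 G or C among 60 bases. Probe classes were read from the probe names. P(absent|x) was estimated by a conditional kernel density with a Gaussian kernel, on a percentile-stratified sample of 3000 controls, with the bandwidth chosen from 40 values by leave-one-out likelihood. Probes outside the range of the controls took the value at its end. The cut-off was 0.9. The steps for loess, AUC and absence calls were tested on simulated data with known answers, in which the AUC was recovered as 0.945 for a simulated 0.945 with 23036 negative and 10365 positive controls.

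The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and pandas 2.3.3, matplotlib 3.10.9, and limma 3.58.1 in R 4.3.3 for normexp background correction. With 1 array there are no replicates. Intervals cover the sampling of probes taken as independent, and the number of arrays limits the precision. Of the read probes, 88.9% were well above background in Cy3 and 55.3% in Cy5 by the flags of the scanner software.

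Features to be named were chosen by a rule fixed before the data were examined, as the 5 probes with the highest and the 5 with the lowest log2 ratio per class among unflagged probes well above background in the brighter channel. Gene lists fixed at the same time were not used, since the files give no gene names. Fixed at that time were also the alternatives for normalization, background, GC filter, flags, model, prior and cut-off. Positive controls restricted to probes tied to 1 transcript were not run, since each A. gambiae probe name holds 1 sequence identifier. Read names were not compared with the human genome, and the share of human-matching reads was not analysed here.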

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

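The comparisons with negative controls of the same GC content and of both dyes were chosen after the result was seen, and the test on repeat families other than Alu was set before its result was seen. The paper makes absence calls with C. riparius DNA and compares controls with A. gambiae DNA, and it plots the read and A. gambiae probes in both channels. Signal above negative controls of the same GC content, a comparison not found in the paper's text, was seen in the other combinations of probe class and channel too. The level compared against was the 95th percentile of random negative controls of the same GC content (within 1 GC base), which by construction about 5% of these controls exceed. With C. riparius DNA, this level was exceeded by 26.8% of the GenBank EST probes, 10.5% of the A. gambiae probes, 8.08% of the Culex quinquefasciatus probes and 7.18% of the Aedes aegypti probes. With A. gambiae DNA, it was exceeded by 10.8% of the GenBank EST probes, 10.3% of the Culex quinquefasciatus probes, 8.41% of the read probes and 8.23% of the Aedes aegypti probes. For comparison, 68.1% of the read probes exceeded it with C. riparius DNA and 31.7% of the A. gambiae probes with A. gambiae DNA.

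A further signal lay in read probes that match human repeats, which the paper does not report separately from other human-matching reads. The consensus sequences of Alu, L1, alpha satellite and the simple-repeat satellite were written by hand from general knowledge and not taken from a database, and a probe was counted as matching with at least 3 shared stretches of 16 bases. Of the read probes below 60% GC, 737 matched Alu. None of the A. gambiae, Aedes aegypti, Culex quinquefasciatus, GenBank EST or random control probes matched Alu. The L1 sequences were matched by 2 Culex quinquefasciatus and 2 GenBank EST probes. The Alu-matching read probes had a median log2 intensity of 17.99 with C. riparius DNA and 10.93 with A. gambiae DNA (17.31 and 11.60 in the raw values), against 9.29 and 6.10 for the other read probes. Of the 737, 9 (1.22%) were called absent, as were 14 of the 888 probes (1.58%) of the other families and 17.2% of the other read probes. The paper reports that human-associated probes were overrepresented among its absence calls. The repeat probes were seldom called absent and would mostly be kept as present. Their mean GC content was 50.7% for Alu and 39.1% for the other families, against 33.7% for the other read probes. Among all read probes, 6.63% were called absent at 35 to 40% GC, 1.89% at 45 to 50% and 0.567% at 50 to 55%. The contrast with 17.2% thus lies in part in base composition. For Alu, the share is near that of read probes of like GC content. The overlap of the repeat probes with the paper's human-matching reads was not examined. The level of the same-GC negative controls in Cy3 was exceeded by 98.2% of the Alu-matching, 89.4% of the L1-matching, 94.9% of the alpha satellite-matching and 100% of the simple-repeat satellite-matching read probes.

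The 98.2% of Alu-matching probes above the same-GC negative controls argues against nonspecific binding of GC-rich probes. A property of the probes that raises both dyes alike is argued against by the Cy5 channel, where the share of Alu-matching probes above the 95th percentile of other read probes of the same GC content was 9.19% of the share in Cy3 (6.78% against 73.8%). If primate DNA were present in the Cy3-labeled sample, other repeat families of the human genome would be bright too, and 53.5% of the 888 probes of the 3 other families (interval 50.2 to 56.7%) exceeded the 95th percentile of other read probes of the same GC content in Cy3. By family, the share was 50.3% of 161 probes for L1, 40.5% of 550 for alpha satellite and 96.6% of 177 for the simple-repeat satellite. These values are consistent with primate DNA in the Cy3-labeled sample, which remains a hypothesis from 1 array. The simple-repeat satellite is one that other genomes may also hold, whereas how and when such DNA entered was not tested, and no biological explanation was tested.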

How the results depend on the processing

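The comparison with same-GC negative controls, the weighting of negative controls by GC content and the use of the dim share as the value of the mixture were chosen after the result was seen. Of 50 values under alternatives, 33 stayed within the interval of the AUC or within 1.5 times the count and 17 did not; the cause was not tested. Of the read probes, 88.9% were well above background in Cy3 and 55.3% in Cy5, and with normexp background correction 131970 read probes were called absent. The AUC was 0.740 without a GC filter, 0.861 at 20 to 60% GC, 0.908 with a loess on all probes and 0.445 with sequence-based normalization followed by a loess on negative controls, as hybridization controls have no sequence here. In place of 144373, the absent read probes numbered 310499 with the processed signal, 402909 with a loess on all probes, 37649 with sequence-based normalization, 468930 with quantile normalization, 37774 at P(absent|x) above 0.99, 437417 above 0.5 and 0 with the Gaussian mixture. Read probes not above the same-GC negative controls of the C. riparius channel, chosen after seeing the data, numbered 268353. Negative controls called absent were 8073 at 20 to 60% GC, of 16146 against 15159 of 23036, and 15956 of 40000 (39.9% against 65.8%) without a GC filter, where the count but not the share stayed close. Read probes brighter with C. riparius DNA by more than 1 log2 unit were 203371 with a loess on all probes against 628406. A. gambiae probes brighter with A. gambiae DNA were 10324 with the processed signal and 9919 with a loess on all probes against 6442. Of the negative controls, 89.0% and 37.7% were brighter by more than 1 log2 unit in the A. gambiae channel in these settings. The dim component of the mixture took 21.8% without known classes against 39.3%. Positive controls tied to 1 transcript were not run, since each A. gambiae probe name holds 1 sequence identifier and the names could not narrow the set. Matches of the probe sequences to other transcripts were not checked.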

Differences from the paper's values

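Under the processing described for the text, no value set beside the paper's differed from it by more than 1.5 times, whereas several alternatives did. One of the settings named here, the weighting by GC content, was chosen after the result was seen. The AUC was 0.903 and the paper's reported value is 0.9081, which lies above the interval of 0.899 to 0.906 for the AUC here. The limit of 1.5 times is wide for an AUC, since 0.740 without a filter on GC content passed it too. With a loess curve through all probes, an alternative set before the data were examined, the AUC was 0.908, but that setting called 48.5% of the probes other than negative controls absent. With sequence-based normalization the AUC was 0.445. The positive controls were 10365 probes by name, and the paper's reported value is 9038 by bit-score. Of the probes other than negative controls, 17.4% were called absent and the paper's reported value is 18.7%. Without a filter on GC content, set before the data were examined, the share was 19.0%, and without normalization between the channels it was 20.2%. It was farther from the paper's with the processed signal (37.5%), quantile normalization (56.3%) and sequence-based normalization (4.19%). With negative controls weighted to the GC content of the read probes, chosen after seeing the values, it was 18.8% of the read probes. The files do not list the probes that the paper called, so how many of these it drops is unknown.

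The paper describes its absence-called probes as targeting NGS reads. Its absent and present counts together come to the read and related-species probes, and the share over both is the one set beside it here. The read probes alone gave 17.2%. The paper describes the read probes as designed within a range of GC content. Here 36681 of the 843837 read probes had a GC content below 20% and 1757 one above 60%. The paper describes a negative effect of sequence and quantile normalization on the comparability of the channels. For sequence-based normalization alone, in the form used here without a joint fit of positions, the SD of the difference between the channels over the negative controls was 0.70. It was 0.98 in the raw values, and 86.3% against 78.8% lay within 1 log2 unit. The interquartile range of these controls widened from 1.26 to 6.08 log2 units in Cy3 and from 2.75 to 6.00 in Cy5. The AUC went the other way, with 0.447 against 0.901. With a loess in both cases, the SD was 0.69 with and 0.60 without sequence-based normalization and 87.8% against 91.5% lay within 1 log2 unit, the direction the paper gives. For quantile normalization, the SD was 1.41 and 54.3% lay within 1 log2 unit, a change in the direction the paper gives.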

Other observations

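The comparisons of identifier groups and reverse-complement pairs, the test on A. gambiae probes by GC content and the weighting by GC content were chosen after the result was seen. GenBank EST probes did not behave as 1 group. Probes whose sequence identifier begins with DV (18180 below 60% GC) had a median log2 intensity of 9.02 with C. riparius DNA and 7.08 with A. gambiae DNA, and 48.1% of them were brighter with C. riparius DNA by more than 1 log2 unit. For identifiers beginning with FK (3092 probes) that share was 8.41%, and for CD (1299 probes) it was 7.24%, with 33.3% of the CD probes brighter with A. gambiae DNA by more than 1 log2 unit. The median difference of all GenBank EST probes changed sign with the dye normalization, and the identifier groups were compared under 1 normalization. The files do not name the organisms of these ESTs. The paper's array design lists Chironomus and Anopheles species for such probes, and which identifier group belongs to which species was not checked.

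Probes of the same read were often called differently. Of 195274 reads with 2 or more analyzed probes, 145511 (74.5%) had all probes called alike. Among reads with 3 probes, 73.0% were called alike against 63.7% when calls are drawn independently at the same rate, and 19.1% had exactly 1 absent probe against 31.2%. All 3 probes were absent in 1067 reads (2.42%) against 0.280%. The independent draw takes no account of GC content, which the absence calls followed. Likeness of calls within a read can thus come from base composition and does not by itself show that a whole read lacks a target. Probes that are reverse complements of each other, and so have the same target site and GC content, were called alike in 86.8% of 11632 GenBank EST pairs and 85.5% of 8159 Aedes aegypti pairs, against 65.3% and 66.4% when drawn independently. In percentage points, the excess was smaller in 597 A. gambiae pairs (89.3% against 80.3%) and 3340 Culex quinquefasciatus pairs (90.6% against 79.3%). The share expected there was higher, which left less room for an excess. Pairs of random negative controls, which have no target site, were called alike in 89.3% of 11518 cases against 55.0%, so such likeness does not need a shared target. The SD of the difference within a pair in Cy3 was 1.51 log2 units for the GenBank EST, 1.83 for the Aedes aegypti and 1.22 for the negative-control pairs.

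The absence calls of read probes fell with GC content. In 120744 probe pairs of the same read that differed by 6 or more GC bases, 37.3% of the lower-GC and 5.82% of the higher-GC probes were called absent. A read with several probes could give several pairs, which the interval treats as independent, so it can be too narrow. Of the 39746 pairs called differently, the lower-GC probe was the absent one in 97.8% (interval 97.6 to 97.9%). This is consistent with a weaker signal of AT-rich probes within the same read. The pairs were also meant to test AT-rich reads without a target in the genome as the whole cause, with no preference within a read as the prediction. That prediction was wrong, since random negative controls without a target followed GC content too (99.6% called absent at 15 to 20% GC and 1.11% at 55 to 60% GC), so the 97.8% leaves this explanation open. In the A. gambiae channel, 11.1% of the 1615 A. gambiae probes below 40% GC were called absent (interval 9.64 to 12.7%), against 0 of 5220 at 50 to 60% GC (upper limit 0.0735%). In bins of 5% GC, the share was 33.5% at 25 to 30% GC and 14.2% at 30 to 35% GC. The read probes with C. riparius DNA had 26.2% and 12.6% there. In the other bins from 20 to 60% GC the read probes had the higher share, with 6.63% against 4.29% at 35 to 40% GC and 1.89% against 0.334% at 45 to 50% GC. These shares come from different channels. How many low-GC read probes called absent lack a target stays open, and no biological explanation was tested. When the negative controls were weighted to the GC content of the read probes, an alternative chosen after seeing the data, 157743 read probes were called absent.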
